A study of Homo sapiens with 8 samples. Its data were reported in "Sequential enhancer state remodelling defines human germline competence and specification" (2022).

How the data were processed

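Chromatin immunoprecipitation followed by sequencing (ChIP-seq) measures where a protein sits on the genome. Here the proteins were SOX17 carrying an HA tag and PRDM1 carrying a Myc tag, both expressed from inducible transgenes in one line of human embryonic stem cells. SOX17 was immunoprecipitated from human primordial germ cell-like cells (hPGCLCs) and from definitive endoderm (DE), and PRDM1 from hPGCLCs, all at day 2 of differentiation, from 1.5 to 1.7 M cells per library. Dexamethasone (100 µM) induced SOX17 and doxycycline (0.5 µg per ml) induced PRDM1. Each group had 2 replicate libraries, and 1 input library per cell type served as the control of peak calling. The SOX17 hPGCLC libraries are numbered 1 and 3, and what replicate 2 was is not known. The study left out ChIP-seq replicates of low quality, judged by reads in peaks, peak number and browser views. Replicate agreement and peak numbers therefore describe the libraries that were kept. The hPGCLC material was whole embryoid bodies, so other cells of the aggregates contributed chromatin.

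The authors trimmed the reads to a common length, used read 1 alone where libraries were paired-end, aligned them to hg38 with bwa, and removed reads of low mapping quality, duplicates, and reads on non-canonical contigs, mitochondrial DNA and blacklisted regions. They then subsampled ChIP and input libraries to about the same number of reads and called peaks with MACS2 against the input of the same cell type, once per library and once on the merged replicates of a group. Of the 9 deposited lists used here, 6 come from single libraries and 3 from merged replicates (the pooled lists). Each peak carries a fold enrichment, a ratio of the ChIP pileup to the local background at the summit as the authors' peak caller gave it. Each also carries the −log10 of the caller's p-value and q-value, deposited as such. These values are the authors'. They were used to describe, rank or filter peaks within a list, to work out summit reads and depth, and, in a version of 1 test that was dropped, to set peaks of a replicate against the threshold of another. No read files were used here, and the input libraries entered only through the authors' peak calling.

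The depth behind the lists was read from the peaks. The fold and the p-value of a MACS2 peak follow from the number of reads at the summit and the local background, so both were solved for each peak. A first search over coarse scale factors failed for 3 lists (replicate 2 and the pooled list of SOX17 DE, and replicate 1 of SOX17 hPGCLC). After the peaks with the simplest backgrounds had shown a factor just under 1 or 0.5, the search was refined in all lists alike. It then explained at least 99.9939% of the peaks of every list, against 31.2 to 35.0% with a deliberately wrong factor. The smallest background shared by many peaks implied about 17.0 M reads for each PRDM1 list and 22.0 M reads for each SOX17 list, given the genome size set by the authors in peak calling. The shortest peak was 175 bp in the PRDM1 lists and 110 bp in the SOX17 lists, and was taken as the fragment extension.

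Coordinates are 1-based on hg38, and all peaks lay within the lengths of the 24 chromosomes of the reference genome. Start sites came from GENCODE 44 transcripts of protein-coding genes (20007) and lncRNA genes (18842), 84767 distinct sites. The study used an earlier GENCODE release with a lincRNA class that release 44 no longer has. A promoter peak had its summit within 1 kb of a start site. Other summits were assigned to exons, introns or intergenic sequence.

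Overlap between lists meant at least 1 shared bp. It was tested by relocating the peaks of the first list 1000 times at random on their own chromosomes outside assembly gaps, so 0.001 is the smallest p these tests can give. The tests between factors and between cell types were two-sided, and that between replicates one-sided. Replicate lists were also compared in pairs, shortened to equal length by −log10 q, and the 3 ways of splitting 4 lists into 2 pairs gave an exact permutation test that cannot go below p = 0.33. Promoter shares were compared over the 4 replicate lists with a two-sided exact permutation test, which has the same limit, and over the peaks of the pooled lists with Fisher's exact test, which describes these lists and not the conditions. Peaks within a list are not independent replicates, and every Fisher or McNemar p shares that limit. Wilson intervals at the 95% level cover counting error only.

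Motifs were 12 consensus strings searched on both strands within 100 bp of the summit: SOX core (ATTGT), compressed SOX-POU (WTTGTATGYWAA), canonical SOX-POU (WTTGTNATGYWAA), octamer (ATGCWAAT), TFAP2 (SCCYSRGGS), T-box (AGGTGTKA), GATA (WGATAAG), FOX (TRTTTAC), ZIC (CCTGCTG), OTX (TAATCCY), TEAD (RCATTCCW) and PRDM1 (AGTGAAAG). The motif families were fixed in advance. Apart from the SOX core, the strings themselves were written down after the files had been seen but before any sequence was read. A longer SOX string (CCATTGT) was added then, and it is used in 1 test of the closing section only. Summit windows were compared with windows centred 1 kb to either side by McNemar's exact test, and with other lists by Fisher's exact test. P-values were adjusted by Benjamini-Hochberg over the 12 motifs. A consensus string misses degenerate sites and short strings also match by chance, so shares are to be read against their background.

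Groups, tests, 57 alternatives and the genes to be named were fixed before the data were examined. The genes were 18 from the study. For PRDM1, SOX2 and CXCR4, and for any other gene of this list with a summit within 10 kb of a start site, the nearest peak of each pooled list is named, as are the 3 peaks with the highest −log10 q in each pooled list among those found in both replicates. One item that this rule selects is not reported here. Alternatives were peaks with −log10 q of at least 5, overlap of 50% of both peaks, summits within 200 bp, equal numbers of peaks, relocation within the same class of distance to a start site (1, 10 and 100 kb), 1 kb bins with a hypergeometric test, pooled peaks found in both replicates, autosomes only, other promoter definitions, windows of 50 bp to either side, peaks away from promoters, shuffled dinucleotides, GC matching, and leaving out each replicate in turn.

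Several tests of the closing section went through more than 1 version. The test of rounding at summits had 2 versions. The first took 1 read from every summit of SOX17 hPGCLC replicate 3 and left 13320 of its 13737 peaks past the threshold of replicate 1. It was dropped because it looks at the summit alone. The second counted wide and tall peaks of replicate 3 missing from replicate 1. It was at first judged by a limit of 20% that had no basis, and since the value lies close to that limit it is left undecided. Repeated 20-base strings were looked at 3 times: a planned test of sharing in general, which did not show the pattern, an inspection of the most frequent strings on all chromosomes, and a split by chromosome whose limits (6 summits, 4 times the flanks) were set after that inspection, so the split is not an independent test. For the chromosome X difference, 4 explanations were tried.

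The procedures were tested on simulated data. With 20.0% of 2000 peaks planted on the other list, the overlap test recovered 20.0% with a permutation p = 0.001, the smallest it can give. With none planted, 7 of 100 pairs of 2000 random peaks fell below 0.05. In 1000 random sequences per motif, all planted strings were found, and 2 of 50 comparisons of random sequence sets gave any motif past 0.05. Summit reads were recovered in 100% of 400 simulated peaks at each of 3 scale factors. Computation used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.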

Results

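SOX17 and PRDM1 are transcription factors needed for human germ cell fate, and SOX17 is also needed for endoderm. ChIP-seq peak lists were compared for SOX17 in hPGCLCs, SOX17 in DE and PRDM1 in hPGCLCs, with 2 replicate libraries in each group. The pooled lists held 7593 SOX17 peaks in hPGCLCs, 2021 SOX17 peaks in DE and 9002 PRDM1 peaks in hPGCLCs. Replicate lists held 4198 (replicate 1) and 13737 (replicate 3) SOX17 peaks in hPGCLCs, 2178 and 3915 in DE, and 16535 and 16477 PRDM1 peaks. The SOX17 hPGCLC replicates thus differed 3.27-fold in peak number and the DE replicates 1.80-fold, whereas the PRDM1 replicates had similar numbers, although the lists of a factor had the same implied depth. Median peak width was 181 bp for SOX17 in hPGCLCs, 172 bp for SOX17 in DE and 273 bp for PRDM1. The median summit held 17 reads in replicate 1 and 14 in replicate 3 of SOX17 in hPGCLCs, 13 and 15 in DE, and 11 and 12 for PRDM1. Median fold enrichment, the authors' value, was 7.38, 7.75 and 6.03 in the 3 pooled lists in the same order as above.

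The first question was how far replicate lists of a group shared positions. Of the PRDM1 peaks of replicate 1, 57.5% were overlapped by a peak of replicate 2, and 57.6% in the reverse direction. For SOX17 in DE, 78.3% of replicate 1 peaks were found in replicate 2, and 43.2% in the reverse direction. In hPGCLCs, 96.2% of SOX17 replicate 1 peaks were found in replicate 3, and 29.1% in the reverse direction. Random relocation gave at most 0.362% in these 6 comparisons (each one-sided permutation p = 0.001, the smallest that 1000 relocations can give). When PRDM1 peaks were moved only within their class of distance to a start site, relocation gave 2.31 and 2.33%. The excess was then 24.9- and 24.8-fold, with the same p. The unequal directions followed list length. With the lists of a pair shortened to the same number of peaks, the shares were 70.5 and 69.1% in hPGCLCs and 61.5 and 60.6% in DE. Of the pooled peaks, 52.4% of those of SOX17 in hPGCLCs were found in both replicate lists, 77.0% of those of SOX17 in DE and 85.5% of those of PRDM1. Replicate 3 alone held 98.8% of the pooled SOX17 hPGCLC peaks and replicate 1 held 53.2%, so this pooled list leans on 1 library.

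The next question was whether SOX17 and PRDM1 bind the same places in hPGCLCs. A PRDM1 peak overlapped 239 of the 7593 SOX17 peaks, or 3.15% (95% Wilson interval 2.78 to 3.56%). Relocation gave 12.8 on average, so the overlap was 18.6-fold above chance (two-sided permutation p = 0.001, the smallest possible). The share moved most, to 4.91%, when PRDM1 replicate 2 alone took the place of the pooled PRDM1 list, and it was lowest, 1.50%, when 50% of both peaks had to overlap. When SOX17 peaks were moved only within their class of distance to a start site, relocation gave 19.3 peaks, and the excess was 12.4-fold with the same p. Among the overlapped SOX17 peaks, 23.8% lay within 1 kb of a start site, against 5.37% of the others. Between the 4 pairs of SOX17 and PRDM1 replicate lists of equal length, the mean overlap was 1.70%, against 64.5% within the 2 pairs of the same factor. In the exact permutation test, 1 of the 3 splits of the 4 lists had a difference as large (p = 0.33, the smallest this design allows). The overlap was therefore above random placement, small as a share of either list, and far below the overlap between replicates.

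SOX17 was compared between the cell types to ask how much of its binding is shared. A SOX17 DE peak overlapped 1048 of the 7593 hPGCLC peaks, or 13.8% (95% Wilson interval 13.0 to 14.6%), and 1052 of the 2021 DE peaks, or 52.1%, were overlapped in return. Relocation gave 2.42 of the hPGCLC peaks (434-fold excess, two-sided permutation p = 0.001, the smallest possible). With the 2021 strongest peaks of each list, the share of hPGCLC peaks was 24.6%, the value farthest above the main one among the alternatives that kept both replicates. It was 9.35% when 50% of both peaks had to overlap. Using DE replicate 2 alone in place of the pooled DE list gave 19.3%, and hPGCLC replicate 3 alone in place of the pooled hPGCLC list gave 9.51%. The replicate 3 list is longer, and 1306 of its 13737 peaks were overlapped. The share of DE peaks overlapped in return was then 64.7%, and 37.4% with hPGCLC replicate 1 alone. At equal list length, the 4 pairs of lists from different cell types overlapped by 23.4% on average, against 65.1% within the 2 pairs of the same cell type (exact permutation p = 0.33, the smallest possible). The shared hPGCLC peaks had a higher median fold enrichment, 9.05, than those not found in DE, 7.20.

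**Figure D1:**
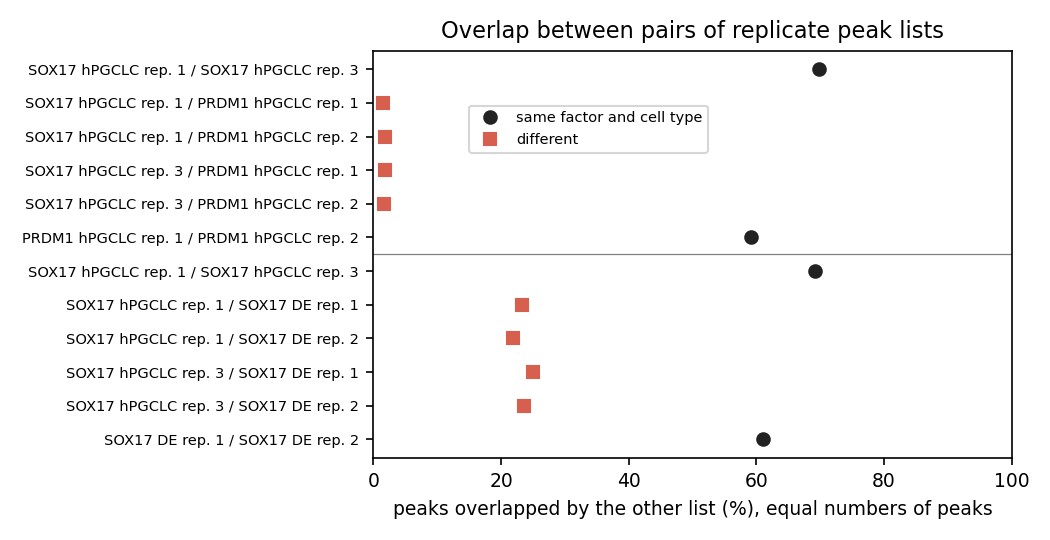
Overlap between pairs of replicate peak lists shortened to equal length by −log10 q, with the x axis giving the mean share of peaks (%) overlapped by the other list of the pair. Circles are pairs of the same factor and cell type and squares the other pairs: the top 6 pairs compare SOX17 with PRDM1 (means 64.5 against 1.70%), the lower 6 compare hPGCLCs with DE (65.1 against 23.4%).

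The position of peaks relative to genes was compared between the factors. In hPGCLCs, 5.95% of pooled SOX17 peaks had their summit within 1 kb of a start site (95% Wilson interval 5.44 to 6.51%), and 44.6% of pooled PRDM1 peaks did (43.6 to 45.7%). Of random positions in the genome, 3.10% were that close. The replicate lists gave 6.42% ± 0.427 (SD, n = 2) for SOX17 and 41.3% ± 1.38 (SD, n = 2) for PRDM1, so the difference between the factors was far larger than the spread between replicates. The exact permutation test of these 4 values gave p = 0.33, the smallest it can give with n = 2 per group. The definition of a promoter moved the pooled difference most: it was −38.7 percentage points as defined here and −28.5 with summits from 1 kb upstream to 100 bp downstream of a start site. Introns or intergenic sequence held 91.4% of SOX17 summits in hPGCLCs and 53.2% of PRDM1 summits. In DE, 6.33% of pooled SOX17 peaks were at promoters (5.35 to 7.48%), and the replicates gave 6.05% ± 0.211 (SD, n = 2). The difference between hPGCLCs and DE, −0.381 points, was smaller than the spread between replicates of 0.476 points, and was not past the threshold (Fisher's exact p = 0.53; exact permutation p = 0.67). It changed sign in some alternatives, so no direction can be given.

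**Figure D2:**
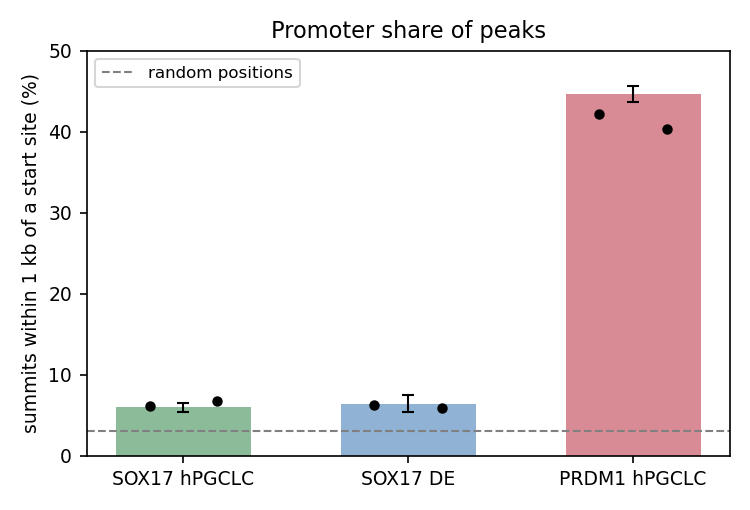
Share of peak summits (%) within 1 kb of a start site, with bars for the pooled lists, 95% Wilson intervals as error bars and points for the 2 replicate lists of each group. The dashed line is the share of random positions (3.10%); PRDM1 stands at 44.6% and the SOX17 lists at 5.95 and 6.33%.

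Sequence at the summits was compared with windows 1 kb away. The SOX core lay within 100 bp of 77.1% of SOX17 summits in hPGCLCs and of 37.4% of flanking windows. In DE the shares were 86.4 and 34.8% (McNemar exact test, adjusted p = 1.1e-221). At PRDM1 summits the core was less frequent than in flanks, 18.2 against 30.4% (McNemar exact test, adjusted p = 6.8e-84). The PRDM1 string was found at 11.5% of PRDM1 summits and in 1.09% of flanks (exact test, adjusted p = 2.5e-202). Of the 12 motifs, 10 were more frequent at summits than in flanks past the threshold (adjusted p below 0.05) in each SOX17 list. OTX was lower at summits in both lists, and T-box in the hPGCLC list only. In DE, T-box was at 2.57% of summits and 2.42% of flanks, not past the threshold. In the PRDM1 list, 3 motifs were higher at summits and 4 lower past the threshold. Mean GC content was 43.2% at SOX17 hPGCLC summits, 45.8% at SOX17 DE summits and 53.6% at PRDM1 summits, against 42.0, 42.0 and 46.1% in flanks. When the same summit sequences with shuffled dinucleotides were the background, no motif was lower at summits past the threshold in the 3 lists. Small deficits were left for the SOX core (18.2 against 19.3%) and OTX (2.83 against 3.31%) in the PRDM1 list and for OTX (5.19 against 5.40%) in the SOX17 hPGCLC list. Against shuffled sequences, GATA in the SOX17 hPGCLC list (6.70 against 6.57%) and TFAP2 in the DE list (4.90 against 4.55%) no longer passed the threshold. The other motifs higher at summits than in flanks in the SOX17 lists still passed. OTX in the DE list became higher at summits (8.51 against 4.50%, McNemar exact test, adjusted p = 4.8e-07), so its direction depended on the background.

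Between SOX17 peaks found only in hPGCLCs (6545) and only in DE (969), 8 of 12 motifs differed at an adjusted p below 0.05 (Fisher's exact test), 3 higher in hPGCLC-specific and 5 higher in DE-specific peaks. TFAP2 was at 15.5% of hPGCLC-specific and 2.89% of DE-specific summits (5.38-fold, exact test, adjusted p = 6.2e-34). It was at 15.1 and 15.4% of the cell-type-specific peaks of the 2 hPGCLC replicate lists and at 2.36 and 3.0% of those of the 2 DE replicate lists. The octamer was at 10.6 and 2.89% (3.67-fold, exact test, adjusted p = 4.8e-17), with 10.4 and 9.69% in the hPGCLC replicates and 3.62 and 3.08% in the DE replicates. The compressed SOX-POU composite was at 3.65 and 0.516% (7.08-fold, exact test, adjusted p = 3.3e-09), with 4.10 and 3.09% against 0.996 and 0.616% in the replicates. ZIC went the other way, at 5.88% of hPGCLC-specific and 20.7% of DE-specific summits (3.53-fold, exact test, adjusted p = 9.2e-44), with 4.94 and 6.42% against 18.8 and 18.4% in the replicates. GATA (6.42 against 10.7%), FOX (10.1 against 14.9%), OTX (4.97 against 10.1%) and the SOX core (75.3 against 84.3%) were also more frequent in DE-specific peaks. In the hPGCLC and DE replicate lists, GATA was at 6.42 and 5.86% against 8.06 and 12.8%, and the SOX core at 73.5 and 73.5% against 78.0 and 80.3%. These differences leaned on DE replicate 2, without which GATA was at 6.59 against 8.06% and the SOX core at 75.5 against 78.0%. Without that library, OTX (4.99 against 7.97%) and FOX (10.1 against 13.1%) narrowed as well. The compressed SOX-POU composite fell to 3.70-fold (3.69 against 0.996%), the octamer to 2.89-fold and ZIC to 3.22-fold, whereas TFAP2 rose to 6.65-fold. T-box, TEAD, PRDM1 and the canonical SOX-POU composite did not pass the threshold. With peaks matched on GC content, 3 motifs were higher in hPGCLC-specific and 6 in DE-specific peaks, PRDM1 being added. The other alternatives that kept both replicates left the count at 8, but it depended on single libraries when a replicate was left out.

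**Figure D3:**
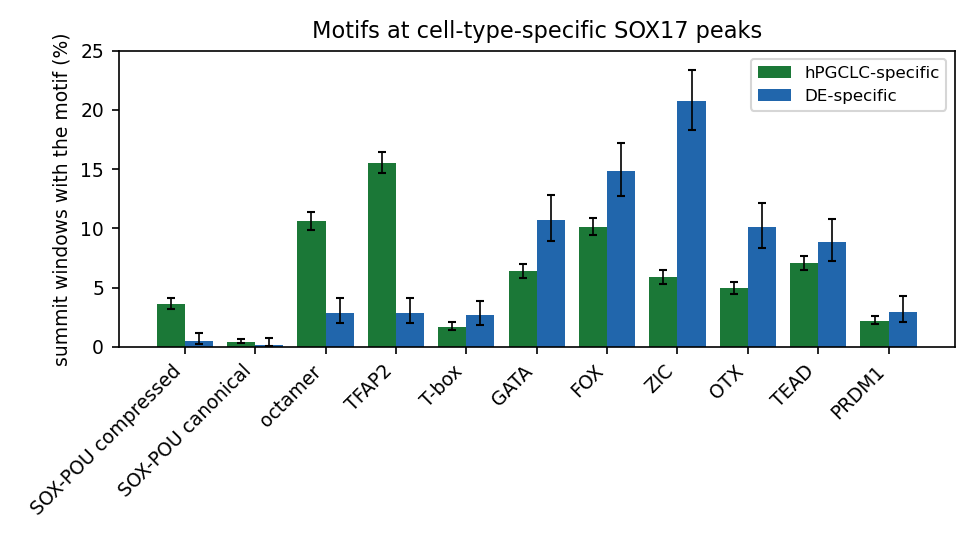
Share of summit windows (%) with each motif other than the SOX core, for 6545 hPGCLC-specific and 969 DE-specific SOX17 peaks, with 95% Wilson intervals. TFAP2 (15.5 against 2.89%), octamer and compressed SOX-POU stand higher in hPGCLC-specific peaks, and ZIC (5.88 against 20.7%) in DE-specific peaks.

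The number of bases between the SOX and octamer strings of the composites was counted for 11 spacings, from 0 to 10 bases. With 0 bases between (the compressed form), 282 SOX17 hPGCLC summits held a pair, and with 1 base (the canonical form) 36. Spacings of 2 to 10 bases were at 7 to 19 summits each. In DE the 0-base spacing was at 51 summits and the 1-base spacing at 9, and in the PRDM1 list at 2 and 6. The 2-base spacing was at 13 DE summits, more than the 1-base spacing, and those of 3 to 10 bases at 1 to 4 each.

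**Figure D4:**
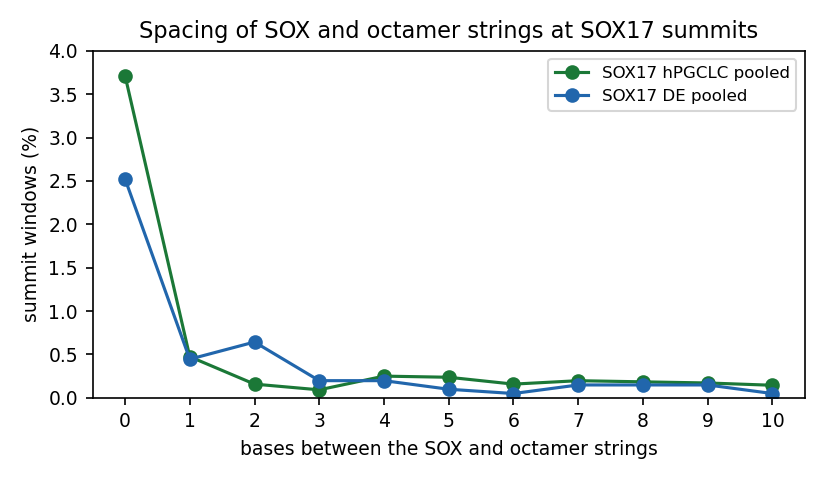
Share of summit windows (%) with a SOX and an octamer string at each number of bases between them (x axis), with a line for each pooled SOX17 list. The 0-base spacing stands at 3.71% in hPGCLCs and 2.52% in DE, and every spacing of 2 to 10 bases is at or under 0.643%.

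Between the pooled SOX17 and PRDM1 lists in hPGCLCs, all 12 motifs differed, 11 more frequent in SOX17 peaks and the PRDM1 string more frequent in PRDM1 peaks (2.28 against 11.5%, Fisher's exact test, adjusted p = 2.1e-128). TFAP2 was at 14.4% of SOX17 and 12.8% of PRDM1 summits, a 1.13-fold difference (exact test, adjusted p = 0.0025). It was wider with peaks matched on GC content (16.8 against 5.44%, 3.09-fold) and away from promoters (14.0 against 8.43%, 1.66-fold). It was narrower without SOX17 hPGCLC replicate 3 (13.9 against 12.8%, 1.09-fold) and wider without PRDM1 replicate 1 (14.4 against 11.5%, 1.26-fold). Its size thus leaned on single libraries. With GC content matched, 10 of the 12 motifs differed, T-box and GATA no longer passing the threshold. ZIC did not pass with windows of 50 bp to either side (3.38 against 2.85%), nor T-box away from promoters (1.76 against 1.44%). GATA was at 6.70 and 4.02%, and the difference was −0.0198 points when peaks were matched on GC content.

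Peaks near 18 genes chosen from the study were counted. Within 100 kb of a start site, SOX17 in hPGCLCs had a peak at 15 of the 18, SOX17 in DE at 9 and PRDM1 at 15. The DE count depended on the library, with 8 genes in replicate 1 and 14 in replicate 2, against 16 and 17 in the SOX17 hPGCLC replicates. Within 10 kb the counts of the pooled lists were 10, 6 and 11. For PRDM1, the pooled SOX17 hPGCLC list held 8 peaks within 100 kb and the DE list 6. The nearest SOX17 peak in hPGCLCs lay on chromosome 6 at 106085891 to 106086278, with its summit 0.21 kb upstream of a PRDM1 start site (fold enrichment 8.50), in an intron of PRDM1 and of the overlapping gene ATG5. A DE peak covered the same place at 106085883 to 106086167. Farther upstream, 3 SOX17 hPGCLC peaks lay between 106079796 and 106081103, with summits 6.42, 6.13 and 5.34 kb from that start site. The last of them was the strongest (106080559 to 106081103, fold enrichment 14.9) and was overlapped by a DE peak at 106080547 to 106081169. The nearest PRDM1 peak at its own gene lay at 106087642 to 106087816, 0.18 kb downstream of a start site in untranslated exon 1, and was found in 1 of the 2 replicates. A PRDM1 peak at 105991969 to 105992683, 0.94 kb upstream of another start site, was found in both replicates (fold enrichment 8.22). So was a peak at 106044532 to 106045027, 3.63 kb upstream, whereas that at 106098559 to 106098755 was found in replicate 1 only.

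**Figure D5:**
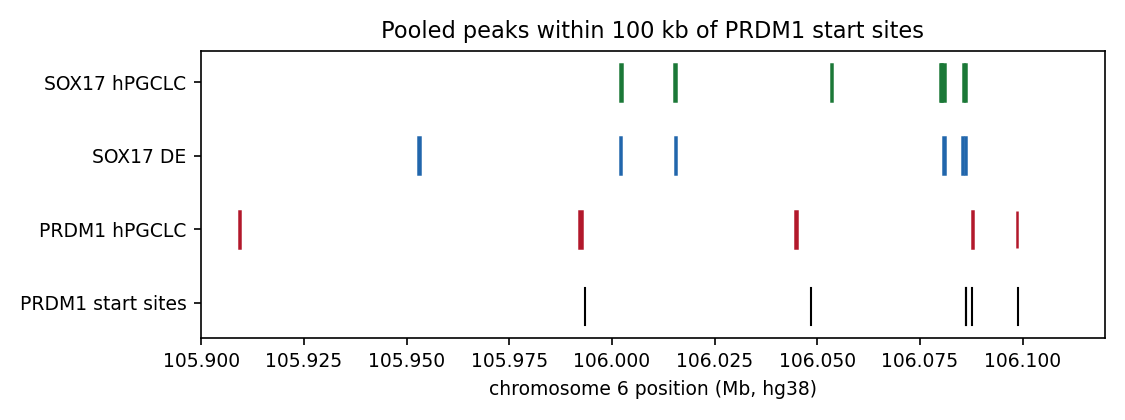
Map of chromosome 6 (Mb, hg38) around PRDM1, with each bar a peak of the pooled list named on the y axis and black ticks the start sites of PRDM1. SOX17 peaks of hPGCLCs and DE coincide at the start site near 106086320 and at 106080559 to 106081103, the last peak of the upstream cluster, where no PRDM1 peak was called.

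For SOX2, the nearest SOX17 hPGCLC peak was on chromosome 3 at 181710456 to 181710565, 1.43 kb upstream of a start site, in an intron of SOX2-OT and found in replicate 3 only. The nearest DE peak was at 181722285 to 181722406, 10.41 kb downstream. A PRDM1 peak at 181711774 to 181712006 had its summit 41 bp from the SOX2 start site. For CXCR4 on chromosome 2, the nearest SOX17 peak of the pooled hPGCLC list lay 60.04 kb upstream (136178833 to 136179937, fold enrichment 22.7). The nearest peak of the pooled DE list lay 90.66 kb downstream (136025347 to 136025904), but DE replicate 2 had 1 SOX17 peak within 10 kb. The nearest PRDM1 peak lay 0.25 kb upstream (136119259 to 136119826).

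Other SOX17 peaks within 10 kb of a listed gene were found in both cell types at OTX2, POU5F1 and CBFA2T2. At OTX2, the hPGCLC peak on chromosome 14 (56805830 to 56806420) had a fold enrichment of 29.0 and the DE peak (56805782 to 56806219) 16.0, both 0.33 kb upstream. At POU5F1, on chromosome 6, the peaks were at 31171887 to 31172151 in hPGCLCs and 31171938 to 31172139 in DE, 1.37 and 1.36 kb upstream in an intron. At CBFA2T2, on chromosome 20, they were at 33568421 to 33568774 and 33568496 to 33568678, both 6.19 kb downstream in an intron. Near NANOG, on chromosome 12, the 2 cell types had different peaks, at 7785501 to 7785938 in hPGCLCs (3.77 kb upstream) and at 7787693 to 7787818 in DE (1.65 kb upstream, found in replicate 2 only). In the pooled hPGCLC list and not in the pooled DE list, peaks lay at NANOS3 on chromosome 19 (13874039 to 13874523, 2.85 kb upstream), EOMES on chromosome 3 (27728524 to 27728814, 6.02 kb upstream), ZIC2 on chromosome 13 (99983828 to 99984078, 2.22 kb downstream, replicate 3 only) and PDPN on chromosome 1 (13581437 to 13581577, 1.96 kb upstream, replicate 1 only). DE replicate 2 had 1 SOX17 peak within 10 kb of EOMES and 1 within 10 kb of ZIC2. In the pooled DE list and not in the pooled hPGCLC list, a peak lay at CER1 on chromosome 9 (14722815 to 14722956, 0.16 kb upstream), found in 1 of the 2 replicates. A gene without a pooled peak was not shown to be unbound, since a list holds only peaks past the caller's threshold.

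PRDM1 peaks within 10 kb lay at TET2 on chromosome 4 (105146590 to 105146819, 0.20 kb upstream in untranslated exon 1), KLF4 on chromosome 9 (107489643 to 107490530, 0.20 kb upstream), EOMES on chromosome 3 (27721878 to 27722118, in coding exon 1, 0.33 kb downstream) and OTX2 on chromosome 14 (56815662 to 56815957, in an intron, 0.93 kb downstream). Others lay at ZIC2 and ZIC5 on chromosome 13 (99978495 to 99978703, 3.12 and 6.89 kb upstream) and SOX17 on chromosome 8 (54454639 to 54454843, 3.17 kb upstream). All of these were found in both replicates except that at OTX2.

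The strongest peaks by −log10 q found in both replicates were far from start sites in the SOX17 lists. In hPGCLCs they were on chromosome 10 (115929575 to 115930618, ATRNL1 intron, nearest start site GFRA1 at 342.1 kb), chromosome 2 (134537809 to 134538878, TMEM163 intron, nearest ENSG00000287463 at 179.6 kb) and chromosome 5 (4199004 to 4199806, intergenic, nearest LINC02063 at 63.9 kb), with fold enrichments of 39.0, 36.8 and 33.1, and each was overlapped by a DE peak. In DE they were on chromosome 12 (115507652 to 115508528, intergenic, nearest ENSG00000258108 at 61.2 kb), chromosome 1 (16115719 to 16116358, intergenic, nearest EPHA2-AS1 at 39.0 kb) and chromosome 6 (9148130 to 9148367, HULC intron, nearest ENSG00000225775 at 13.5 kb), with fold enrichments of 29.0, 27.1 and 26.5. Each was overlapped by a SOX17 hPGCLC peak, and the first by a PRDM1 peak as well. In the PRDM1 list they were on chromosome 3 (194943062 to 194943794, intergenic, nearest ENSG00000238031 at 115.6 kb), chromosome 1 (100065067 to 100066333, MFSD14A intron, nearest ENSG00000241073 at 18.9 kb) and chromosome 7 (139111460 to 139112999, ZC3HAV1 intron, nearest ZC3HAV1 at 2.4 kb), with fold enrichments of 46.7, 40.1 and 29.5. The sequence around the third of these, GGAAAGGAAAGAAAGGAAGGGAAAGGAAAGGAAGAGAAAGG consisted of G and A only.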

Values the study reported

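The study placed more than 90% of SOX17 peaks in hPGCLCs at distal intergenic and intronic positions. It described SOX17 binding at the PRDM1 promoter and at a putative enhancer about 6.2 kb upstream of it.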

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

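All alternatives in this part were planned, and no tests were chosen after the result was seen. The 23 results that answer a comparison were recomputed under 130 alternatives. Of these, 112 kept the direction and the side of the threshold or stayed within the spread between replicates, and 18 moved by more than that, or by more than 1.5 times for a count of motifs. For the 114 single motifs and genes, 408 alternatives kept both replicates: 332 left the result in place, 39 moved a value that has no test, 19 took it out of significance, 2 brought it into significance and 16 reversed its direction. Another 168 left out a replicate and were judged by the spread between replicates and not by significance, since 1 library is left in a group: 84 stayed within it and 84 moved by more. Among the latter, 3 changed sign, all in the PRDM1 list and none significant with both replicates: GATA (0.595 points without replicate 1), TEAD (0.308 without replicate 2) and canonical SOX-POU (−0.0181 without replicate 2).

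Replacing a pooled list by 1 of its replicate lists moved the overlap of SOX17 peaks with PRDM1 peaks from 3.15% to between 3.35 and 4.91%, the highest value being that without PRDM1 replicate 1. The longer PRDM1 replicate lists offer more peaks to overlap. For SOX17 in hPGCLCs and DE, the share of hPGCLC peaks ranged from 9.51% without hPGCLC replicate 1 to 19.3% without DE replicate 1, against 13.8%. These 2 values again come with longer lists. The share of DE peaks overlapped in return ranged from 37.4% without hPGCLC replicate 3 to 64.7% without hPGCLC replicate 1, against 52.1%. The other alternatives of both overlaps gave the same direction, with a permutation p = 0.001 where relocation was used, the smallest it can give. The leave-one-out overlaps were not tested, since 1 library is left in a group.

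The difference in promoter share between SOX17 and PRDM1 was −38.7 points. It was −41.7 points with a limit of 2 kb and −28.5 points from 1 kb upstream to 100 bp downstream. Wider and narrower windows change each share by construction, but the difference need not follow. It was −38.5 to −34.3 points across the 4 fits that each left out 1 replicate. Between hPGCLCs and DE the difference of −0.381 points became 0.181 points with a −log10 q of at least 5, −0.792 with equal numbers of peaks and −0.555 from 1 kb upstream to 100 bp downstream, the last 2 larger than the spread between replicates but not past the threshold (Fisher's exact p = 0.32 and 0.26). It ranged from −0.245 to 0.393 points when a replicate was left out; the cause was not tested.

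For motifs against flanks, the background mattered most. With shuffled dinucleotides, the PRDM1 list had 6 motifs more frequent at summits past the threshold in place of 3, and 0 less frequent in place of 4 (1 at an unadjusted p under 0.05). The number less frequent at summits went from 1 to 0 for SOX17 in DE and from 2 to 0 for SOX17 in hPGCLCs. Windows of 50 bp to either side gave 0 for DE and 1 for hPGCLCs, and equal numbers of peaks gave 1 for hPGCLCs. Directions reversed with shuffled dinucleotides in the PRDM1 list for compressed SOX-POU (0.0222 points), octamer (1.16), T-box (0.0333), GATA (0.0222), FOX (1.79) and TEAD (0.622), in the DE list for OTX (4.01) and in the SOX17 hPGCLC list for T-box (0.395). In the PRDM1 list they also reversed away from promoters for octamer (0.0602), GATA (1.2) and TEAD (0.0803), with the narrower window for GATA (0.0222) and with equal numbers of peaks for ZIC (−0.247). T-box in the DE list reversed with the narrower window (−0.0990) and away from promoters (−0.0528). Between SOX17 and PRDM1 peaks, GATA reversed when GC content was matched (−0.0198). For these motif results the cause was not tested.

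No paired analysis was possible because the groups compared share only replicate number 1. With 2 libraries in each group, exact tests over lists cannot go below p = 0.33, which limits every comparison between groups to a description of these libraries.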

Other observations

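Of the tests in this part, those of pooled scaling, of rounding at summits, of regions that give peaks in any ChIP and of 20-base strings chosen on odd-numbered chromosomes were chosen only after the result was seen.

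Pooled lists held fewer peaks than the replicate lists of PRDM1 and of SOX17 in DE, although they were called on merged libraries. If the merged libraries had been scaled down to the depth of 1 input library, summit pileups would fall on multiples of 0.5 reads. Of the 18616 pooled peaks, 49.0% had an odd multiple of 0.5 reads at the summit, and the replicate lists were solved with a factor of 1 or just under it. This is consistent with such scaling, by which merging replicates adds no depth to the test at a peak. No biological explanation was tested.

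SOX17 hPGCLC replicate 1 held fewer peaks than replicate 3. Its pileups had been scaled by slightly under 1 and rounded down, which takes 1 read from every summit, and restoring that read moved the median −log10 p from 13.7 to 15. DE replicate 2 was rounded down as well and yet held more peaks than DE replicate 1. Of the 2945 replicate 3 peaks that were at least 254 bp wide and had more than 14 reads at the summit, 21.7% were missing from replicate 1, against 70.9% of all replicate 3 peaks. No value fixes how many of such peaks 1 read could remove, so rounding and a difference in enrichment between the libraries cannot be told apart.

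The overlap of SOX17 with PRDM1 peaks was examined further. PRDM1 peaks overlapped 2.83% of hPGCLC-specific and 1.34% of DE-specific SOX17 peaks (Fisher's exact p = 0.0050), and 5.15% of those found in both cell types. Relocation within distance classes gave an excess of 16.4-fold for the last of these, 11.6-fold for hPGCLC-specific and 5.82-fold for DE-specific peaks. Regions that give peaks in any ChIP would lie among the peaks of both cell types, or among hPGCLC-specific peaks if they are particular to these cells, so the test does not decide, and such regions and shared binding cannot be told apart. At the 239 overlapped SOX17 peaks, the longer SOX string was at 17.6% of summits, against 24.7% for peaks of the same distance classes (permutation p = 0.0154). The SOX core was at 64.4 against 76.3%, and the PRDM1 string at 6.28 against 2.06%. These peaks were matched on distance class and not on GC content, which was 53.6% at PRDM1 summits and 43.2% at SOX17 hPGCLC summits. Some overlapped SOX17 peaks may lack a SOX site of their own, but a difference in base composition was not excluded. Indirect binding and chromatin accessibility in hPGCLCs were not tested.

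Chromosome X held 3.79% of pooled SOX17 peaks in hPGCLCs (3.29 and 3.39% in the replicates) and 1.68% in DE (1.56 and 1.69%), a 2.25-fold difference (Fisher's exact test, adjusted p = 1.5e-05 over 24 chromosomes). No other chromosome passed 0.05. The PRDM1 list of hPGCLCs had 1.01%, and chromosome X is 5.27% of the genome outside gaps. Among peaks more than 1 kb from a start site the shares were 3.91, 1.69 and 1.02%. A few clustered loci were not the source, since the 5 richest bins of 1 Mb held 12.8% of the 288 peaks. GC content was not the whole source, since matched draws of hPGCLC peaks gave a median p of 8.6e-05. List length was not, since the 2021 strongest hPGCLC peaks had 3.22% on chromosome X (Fisher's exact p = 0.0021). Peaks with repeated 20-base strings were not the whole source. They made up 18.1% of hPGCLC peaks on chromosome X and 10.9% on other chromosomes. Without them the shares on chromosome X were 3.50% in hPGCLCs and 1.67% in DE (Fisher's exact p = 1.8e-05). A difference between the cell types stays open, and no biological explanation was tested.

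In the SOX17 hPGCLC list the SOX and octamer strings lay next to each other with 0 bases between them at 282 summits, against a mean of 13.4 for spacings of 2 to 10 bases, or 21-fold more, which argues against chance spacing of frequent strings. In DE the 0-base spacing was at 51 summits against a mean of 3.78, so it stood out there as well, at a lower share (Fisher's exact p = 0.0091). Of these 51 peaks, 46 were among those shared with hPGCLCs and 5 were DE-specific. A composite site bound in both cell types is a hypothesis from these data, and whether a POU factor was bound there was not tested.

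Sequences shared between summits were examined for repeat copies. In general, 12.2% of SOX17 hPGCLC summits shared a 20-base string with 5 or more other summits, below the 19.8% of flanks. A summit needs reads that passed the mapping-quality filter and a flank does not. This comparison therefore cannot say whether repeats were enriched as a whole. Particular strings were nevertheless frequent at summits. Strings chosen on odd-numbered chromosomes, 746 from 3967 peaks, were found at 7.58% of hPGCLC summits and in 0.248% of flanks on the other chromosomes, at 3.75% of DE summits and at 0.0894% of PRDM1 summits. Strings chosen in the same way from the PRDM1 list were at 7.02% of PRDM1 summits and in 0.380% of flanks, so the pattern was not particular to SOX17. The limits of this choice had been set after strings on all chromosomes were inspected, so it is not an independent test. It is consistent with summits at 1 place of copied sequences. The most frequent string, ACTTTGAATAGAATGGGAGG, was at 69 hPGCLC summits, a mean of 2.0 flanks and 14 DE summits, on 20 chromosomes. The authors removed reads of low mapping quality, which limits what reads that map equally well to more than 1 copy could contribute. The peak lists do not show whether any remained. Repeat families were not named, since no repeat annotation was used.

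OTX was less frequent at SOX17 hPGCLC summits than in flanks. A longer string that holds the OTX consensus and lies in a copied sequence could have raised the flanks. It held 40.7% of the flanking windows with OTX. Without it OTX was at 4.77% of summits and 6.99% of flanks (McNemar exact p = 6.2e-09), so this string accounts for a part only. Copies of the sequence that lack the whole string were not tested, so the share of the copied sequence as a whole stays open. With shuffled dinucleotides as background OTX was at 5.19% of summits against 5.40%, not past the threshold, so the size of the deficit depends on the background. No biological explanation was tested.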
